# Genome Sequence of the Deltaproteobacterial Strain NaphS2 and Analysis of Differential Gene Expression during Anaerobic Growth on Naphthalene

**DOI:** 10.1371/journal.pone.0014072

**Published:** 2010-11-19

**Authors:** Raymond J. DiDonato, Nelson D. Young, Jessica E. Butler, Kuk-Jeong Chin, Kim K. Hixson, Paula Mouser, Mary S. Lipton, Robert DeBoy, Barbara A. Methé

## Abstract

**Background:**

Anaerobic polycyclic hydrocarbon (PAH) degradation coupled to sulfate reduction may be an important mechanism for in situ remediation of contaminated sediments. Steps involved in the anaerobic degradation of 2-methylnaphthalene have been described in the sulfate reducing strains NaphS3, NaphS6 and N47. Evidence from N47 suggests that naphthalene degradation involves 2-methylnaphthalene as an intermediate, whereas evidence in NaphS2, NaphS3 and NaphS6 suggests a mechanism for naphthalene degradation that does not involve 2-methylnaphthalene. To further characterize pathways involved in naphthalene degradation in NaphS2, the draft genome was sequenced, and gene and protein expression examined.

**Results:**

Draft genome sequencing, gene expression analysis, and proteomic analysis revealed that NaphS2 degrades naphthoyl-CoA in a manner analogous to benzoyl-CoA degradation. Genes including the previously characterized NmsA, thought to encode an enzyme necessary for 2-methylnaphthalene metabolism, were not upregulated during growth of NaphS2 on naphthalene, nor were the corresponding protein products. NaphS2 may possess a non-classical dearomatizing enzyme for benzoate degradation, similar to one previously characterized in *Geobacter metallireducens*. Identification of genes involved in toluene degradation in NaphS2 led us to determine that NaphS2 degrades toluene, a previously unreported capacity. The genome sequence also suggests that NaphS2 may degrade other monoaromatic compounds.

**Conclusion:**

This study demonstrates that steps leading to the degradation of 2-naphthoyl-CoA are conserved between NaphS2 and N47, however while NaphS2 possesses the capacity to degrade 2-methylnaphthalene, naphthalene degradation likely does not proceed via 2-methylnaphthalene. Instead, carboxylation or another form of activation may serve as the first step in naphthalene degradation. Degradation of toluene and 2-methylnaphthalene, and the presence of at least one *bss*-like and *bbs*-like gene cluster in this organism, suggests that NaphS2 degrades both compounds via parallel mechanisms. Elucidation of the key genes necessary for anaerobic naphthalene degradation may provide the ability to track naphthalene degradation through in situ transcript monitoring.

## Introduction

Anaerobic microbial oxidation of polycyclic aromatic hydrocarbons (PAHs) coupled to the reduction of sulfate can be an important mechanism for the removal of PAHs from contaminated marine sediments [1], [2]. When the natural process of PAH-contaminant removal is sufficiently active it may alleviate the need for more invasive and expensive remediation strategies such as dredging to remove the sediments [3]. However, documenting the activity of anaerobic PAH-degrading microorganisms in contaminated marine sediments can be problematic For example, anaerobic oxidation of PAHs in sediments can be documented as the production of ^14^CO_2_ from [^14^C]-labeled PAHs [1], [4], [5], [6]. However, subsequent studies demonstrated that, depending upon the PAH of interest, mineralization of [^14^C]-PAHs can either underestimate or overestimate the rate of degradation of the *in situ* PAH pools. It is possible to estimate rates of PAH degradation in long-term sediment incubations in which the loss of the PAHs from the sediments is documented over time[2]. Not only does this approach require a high level of analytical precision, but it may take years to accurately determine whether PAHs are being degraded. Therefore, this approach is unlikely to ever be routinely adopted.

An alternative strategy is to document whether PAH-degrading sulfate-reducing microorganisms are expressing the genes and/or enzymes involved in PAH degradation. Recent studies have demonstrated that the abundance of transcripts for key metabolic genes can be related to the rates of microbial metabolism in soils and sediments [7]–[12]. For example, quantification of in situ expression levels of dissimilatory (bi)sulfite reductase (*dsr*) was used to track the rate of sulfate reduction in petroleum-contaminated marine sediments, and transcript levels of the *dsrA* gene correlated well with sulfate reduction rates[10]. Likewise, expression levels of citrate synthase have been used to track rates of central metabolism in *Geobacter.* Citrate sythase expression levels increase with growth rates whereas expression rates for housekeeping genes do not [11]. In a study of methanogenesis, expression rates (in this case transcript/gene ratios for *mcrA*) were found to increase linearly with the methanogenesis process [12].

Studies have suggested that the first step of naphthalene degradation is either a carboxylation or a methylation [13], [14]. Carboxylation of naphthalene was demonstrated using [^13^C]labeled bicarbonate cultures enriched from sediments isolated in the Arthur Kill, and is supported by growth of NaphS2 on 2-naphthoate [15]. Methylation as the initial step for naphthalene degradation was demonstrated by radiolabeling studies in which enrichment culture N47 was fed either deuterated naphthalene or [^13^C]labeled bicarbonate, and the authors concluded that, although the initial characterization of this culture had suggested the first step of naphthalene degradation was a carboxylation [14], it had not been possible to distinguish between a methylation or carboxylation in this study [16], [17], [18]. Though growth on 2-naphthoate suggests that this is a likely product in the naphthalene degradation pathway of NaphS2, it is unclear which mode, whether carboxylation or methylation, occurs in NaphS2. In the enrichment culture N47, the isolated enzymatic activities of succinyl-CoA:naphthyl-2-methyl-succinate CoA transferase and naphthyl-2-methyl-succinyl-CoA dehydrogenase were consistent with previous radiolabeling studies and suggested that steps analogous to benzylsuccinate synthase pathway in the toluene degradation pathway activates naphthalene via a fumarate addition and subsequent conversion to 2-naphthoic acid CoA [16], [19]. It has been suggested that later steps in naphthalene degradation occur in a pathway analogous to the benzoyl-CoA reductase pathway [13], [16], although degradation products formed from tetralin degradation suggested that these steps would involve cyclohexanoic compounds rather than monoaromatic intermediates as in benzoate degradation [16].

Aspects of the pathway for anaerobic 2-methylnaphthalene degradation by sulfate reducers have recently been elucidated [20], [21]. In NaphS2, NaphS3, and NaphS6, the *nmsA* gene product, encoding the alpha subunit of naphthyl 2-methylsuccinate synthase, which is proposed to convert 2-methylnaphthalene to naphthyl 2-methylsuccinate, was identified as induced during growth on 2-methylnaphthalene, but not during growth on naphthalene. Moreover, while the strains NaphS2, NaphS3, and NaphS6 metabolize both naphthalene and 2-methylnaphthalene, a lag in growth upon transfer of these cultures from naphthalene to 2-methylnaphthalene as the primary electron donor suggests that enzymes necessary for 2-methylnaphthalene degradation are not active during growth on naphthalene, and that 2-methylnaphthalene is not an intermediate during naphthalene degradation in these species. Growth of the enriched culture N47 on 2-methylnaphthalene has further elucidated the 2-methylnaphthalene degradation pathway. Genome sequencing and proteomic analysis of N47 revealed that *nmsABC*, which encode subunits of naphthyl 2-methylsuccinate synthase and are similar to the toluene degradation genes *bssABC*, are expressed during growth on 2-methylnaphthalene. Genes encoding *bnsA-H* (*b*eta oxidation of *n*aphthyl 2-methyl*s*uccinate), which are thought to be involved in conversion of naphthyl 2-methylsuccinate to naphthoyl-CoA, were also isolated in N47 during growth on 2-methylnaphthalene. These genes are similar to the *bbs* genes of *T. aromatica*, *Azoarcus* species, and *Aromatoleum aromaticum* strain EbN1, which are also involved in anaerobic toluene degradation. Also in N47, a cluster of genes, induced during growth on 2-methylnaphthalene, has been identified as encoding subunits of naphthoyl-CoA reductase, suggesting a mechanism of degradation of 2-naphthoyl-CoA that is analogous to benzoyl-CoA reductase degradation. These genes encode proteins (NcrABCD) with similarity to BcrABCD in *A. aromaticum* EbN1. Interestingly, genes encoding homologs of BamB-I, which encode components postulated to be involved in benzoyl-CoA dearomatization in *Geobacter metallireducens*, were not present in the genome of N47 [22], [23].

In order to further elucidate the genetic and biochemical mechanisms underlying anaerobic naphthalene degradation, we sequenced the genome of the naphthalene degrading, marine sulfate reducer NaphS2. Microarray analysis of whole genome expression, as well as proteomics analysis, was conducted for NaphS2 cultures grown on benzoate compared to cultures grown on pyruvate and also for cultures grown on naphthalene compared to cultures grown on benzoate. These studies revealed gene clusters involved in naphthalene degradation, and suggested that *nmsABC* and *bnsA-H* genes, while present in NaphS2 and previously implicated in 2-methylnaphthalene degradation, are not expressed during growth on naphthalene. However, enzymes similar to benzoyl-CoA reductase are induced during naphthalene degradation. Our results suggest that while NaphS2 has the capacity to degrade 2-methylnaphthalene, consistent with previous studies and the presence of *nmsABC* and *bnsA-H* in the NaphS2 genome, the pathway for 2-methylnaphthalene degradation does not appear to be active during NaphS2 growth on naphthalene. Together, these results suggest that 2-methylnaphthalene likely is not an intermediate of naphthalene degradation in NaphS2, though it is unclear how naphthalene is initially activated for degradation. We also show that NaphS2 is capable of degrading toluene, suggesting that the mechanisms for 2-methylnaphthalene and toluene degradation may be catalyzed by the same or similar suites of enzymes in NaphS2, given the presence of at least one *bss-* and *bbs*-like gene cluster in the draft NaphS2 genome. Future experiments should examine whether *nmsABC* and *bnsA-H* are induced during growth on toluene and 2-methylnaphthalene in NaphS2.

## Results

### Sequencing

Whole genome shotgun sequencing of the NaphS2 genome was performed to produce a draft genome represented by 188 scaffolds with a total estimated genome size of 6,586,693 base pairs and 7329 predicted Open Reading Frames (ORFSs). Annotation of ORFS assigned 6398 (87%) to a function. Results of best taxonomic matches to the set of predicted ORFs from Naph2 using Blast confirmed that the majority of these matches are to members of the ∂-proteobacteria, thus placing this genome within the δ-proteobacteria lineage.

### Naphthalene Degradation

In order to elucidate the pathway for naphthalene degradation in NaphS2, DNA microarrays consisting of oligonucleotide sequences corresponding to the predicted ORFs from the draft NaphS2 genome were hybridized with linearly amplified RNA from cultures grown with naphthalene, benzoate, or pyruvate as the electron donor and carbon source and with sulfate as the electron acceptor. 

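Transcript levels were compared on CombiMatrix oligonucleotide arrays, on which each spot carries short probes, mostly 35 bases long, for 1 predicted ORF of the draft genome. Triplicate cultures were grown on 3 mM naphthalene, 5 mM benzoate or 10 mM pyruvate with 20 mM sulfate. RNA of the experimental culture was labeled with Cy5 and RNA of the control culture with Cy3 and both were hybridized to the same array, so that each array gives 1 ratio per probe. The paper gives 200 ng of total RNA for the amplification and the sample labels give 300 ng. The 36 arrays analysed here cover 3 comparisons, naphthalene versus benzoate, benzoate versus pyruvate and naphthalene versus pyruvate, each with 3 biological replicates and 2 hybridizations per replicate on each of 2 array sets. Together the sets hold probes for 5739 genes, which is fewer than the ORFs that the paper predicts for the draft genome. The dyes were never exchanged between the cultures. On 3 arrays titled naphthalene versus benzoate the label of the Cy3 channel names pyruvate. They were kept as titled, because only the titles give 3 biological replicates with 2 hybridizations each on this array set, and the comments in their scanner files name benzoate on all 3. Where the paper's methods describe how labeled RNA was combined, they name only pyruvate-grown cultures as the control. Its results do describe a comparison of naphthalene-grown with benzoate-grown cultures. Array set 1 holds 9802 probes for 2883 genes and array set 2 holds 10175 probes for 2959 genes, 103 of which lie on both sets. The authors deposited the scanner intensities of each array and a table of their own background-corrected and lowess-normalized log2 ratios. The values reported here start from the scanner intensities and take from the methods the rules for the background and dim spots and a lowess step. Unlike the methods, which name the total intensity of a spot and normalize the remaining data, they use the mean foreground intensity, and lowess was fitted on the probes above the limit in both channels (choices made here). The mean of the lowest 23 of the 70 negative control spots plus 2 SD was subtracted in each channel, probes below 3 SD in both channels were left out, a single channel below 3 SD was set to that limit (a choice made here), and log2 ratios of Cy5 to Cy3 were normalized by lowess within each array. The median gene probe was 2.98 times as bright as the background in Cy5 and 2.07 times in Cy3 (medians over the 36 arrays), and a median of 14.7% of the gene probes per array were left out, so that ratios of weakly expressed genes carry little information. The 3 biological replicates per comparison limit the precision. The hybridizations of a biological replicate were averaged, then the probes of a gene, and each gene was tested with limma on the 9 replicate values of its array set, with Benjamini-Hochberg adjustment over both sets and a threshold of 0.05. The methods instead call a gene when at least 1 in 2 of its probes has a limma p under 0.001, which was run as an alternative. The probe names carry draft gene numbers (such as NPH05427), not the NPH_ locus tags of the text, and neither the files nor the supplementary tables pair them. The only pairing used here is the label in Figure 1 that gives the draft numbers NPH05426 to NPH05430, written there with the prefix NAPH, for NPH_5472 to NPH_5476, taken in the order in which the figure draws the 5 genes. Of the 8 mRNA fold changes that Figure 1 prints for them, 6 lie within 2% of the mean of the authors' deposited table for the gene paired in this way. All other genes are reported as counts or by their draft number.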

Comparisons were made of benzoate- versus pyruvate-grown mid-log batch cultures and naphthalene-versus benzoate-grown mid-log batch cultures. Proteomic analysis using LS-MS was used to determine relative protein levels under the same growth conditions.

In order to isolate genes involved in degradation of naphthalene but not benzoate, we examined gene expression during growth on naphthalene versus growth on benzoate. Close to 200 genes were differentially expressed during growth on naphthalene versus growth on benzoate (Table S1). 

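During growth on naphthalene versus growth on benzoate, 142 genes were higher and 78 were lower by at least 2-fold among those that passed the test (limma, adjusted p under 0.05). The largest increases among genes with at least 2 probes and the same direction in all 3 biological replicates were those of NPH05427 and NPH05429, which are NPH_5473 and NPH_5475 of the text. The largest decrease by the same rule was that of the gene numbered NPH05930, for which no locus tag is given, with a log2 ratio of -1.90 ± 0.25 (SD, n = 3, adjusted p = 1.25e-08 from limma). Its log2 ratio was closer to 0 in a fit with a gene-specific dye effect (-0.93) and without both background subtraction and the dim-spot filter (-0.81). Without a minimum fold change, 2104 of the 5579 genes tested were higher and 1767 were lower, and the median size of their log2 ratios was 0.37. With a gene-specific dye effect 1104 were higher and 778 lower, and by the methods' rule 1304 and 1097. Most of these differences are therefore small. The number of genes changed by at least 2-fold, 220 in all, depended on the processing and ranged over the alternatives from 40 without both background subtraction and the dim-spot filter to 500 with scaling between arrays, and it was 106 in the fit with a dye effect, which the direct comparison cannot separate from the substrate. The balance also turned, since higher genes made up 54.4% of those changed here and 39.7% to 46.0% under 6 of the 23 alternatives, among them median centring, the 2 that changed the background and dropped the dim-spot filter together, and the authors' processed values. The methods' rule on the authors' processed values called 1146 genes in each direction.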

A cluster of genes homologous to *Azoarcus bzdNOPQ* (Table S2), which encode benzoyl-CoA reductase, was upregulated during growth on naphthalene. Moreover, this gene cluster was not upregulated during growth on benzoate versus pyruvate, suggesting that it is not involved in benzoate degradation in NaphS2 (Figure 1, Tables S3, S4, S5). Given their upregulation specifically during growth on naphthalene, and given their similarity to genes isolated from N47 during growth on naphthalene [21], we postulate that this gene cluster encodes a naphthoyl-CoA reductase, and designated it *ncrABCD* (*n*aphthoyl-*C*oA *r*eductase) after nomenclature assigned to the N47 homologs. None of the genes upregulated during growth on naphthalene vs benzoate were likely candidates for the naphthyl-2-methyl-succinate synthase, succinyl-CoA:naphthyl-2-methyl-succinate CoA-transferase and naphthyl-2-methyl-succinyl-CoA dehydrogenase activities detected in enrichment culture N47, and homologs to *nmsABC* and *bnsA-H*, involved in degradation of 2-methylnaphthalene in N47 [18], [21], were not significantly upregulated in NaphS2 during growth on naphthalene, though *bnsG* showed an induction of 1.6 fold. Interestingly, comparing differential expression of growth on naphthalene to growth on pyruvate, *bnsG* and *bnsH* were differentially expressed by more than 2-fold, and *bnsA* was differentially expressed by just under 2-fold. Other genes thought to play a role in degradation of 2-methylnaphthalene in N47, *bnsE*, *bnsF*, and *nmsA*, the only gene identified in the NaphS2 draft genome encoding NmsA activity [20], showed expression ratios well below the 2-fold during growth on naphthalene vs pyruvate and no differential expression on naphthalene vs benzoate.

**Figure 1:**
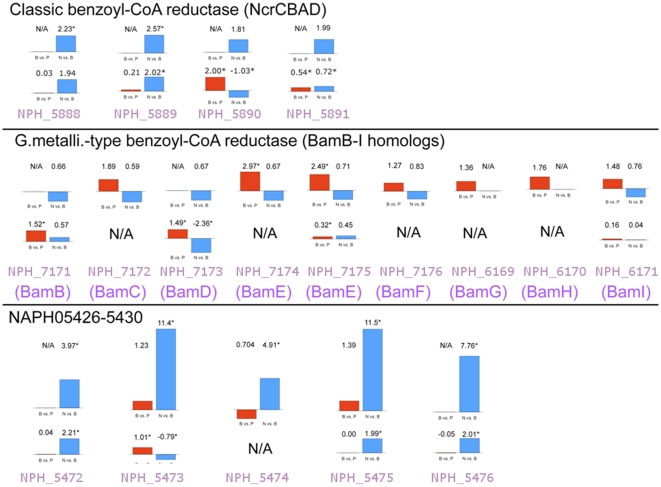
NaphS2 has three benzoyl-CoA reductases, with differing patterns of expression. Two panels are depicted for each gene displayed. Red bars represent mRNA or protein up/downregulation on benzoate vs. pyruvate, blue bars represent mRNA or protein up/downregulation on naphthalene vs. benzoate. For each set of genes, the upper panel shows mRNA up/down-regulation, benzoate vs. pyruvate, naphthalene vs. benzoate, in fold change units. Stars indicate significant changes (values >2). N/A indicates that no data was available. The lower panel shows protein up/down-regulation, with the same conventions used for depicting mRNA expression except that units are Z-score difference and significance was determined by the t-test.

We next identified candidate genes which might encode enzymes capable of coadenylating 2-naphthoic acid. A novel gene cluster (NPH_5472-77) was identified that is highly upregulated on naphthalene (Table S1) and contains a gene encoding a protein similar to phenylacetate-CoA ligases (NPH_5477; 50% similarity to *E. coli*, swissprot BLASTP). This gene cluster also encodes five oxidoreductase genes, NPH_5472-76, with similarity to a NADH dehydrogenase subunit E from *Rickettsia bellii* (NPH_5472; 35% identity, 58% similarity, swissprot BLASTP), a NADH-quinone oxidoreductase subunit F 2 from *Sinorhizobium meliloti* (NPH_5473; 45% identity, 67% similarity), a NADH-quinone oxidoreductase subunit G 2 from *Sinorhizobium meliloti* (NPH_5474; 37% identity, 50% similarity), a NADH oxidase from *Thermoanaerobacter brockii* (NPH_5475; 35% identity, 51% similarity) and a NADH-dependent flavin oxidoreductase from *Clostridium scindens* (NPH_5476; 31% identity, 50% similarity). These reductases may play a role in the initial ring dearomatization during naphthalene degradation, where NPH_5472-76 would catalyze the first ring dearomatization, whereas NcrABCD would catalyze the second ring reduction (Figure 2). 

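The 5 oxidoreductase genes of this cluster, NPH_5472 to NPH_5476, were each higher on naphthalene than on benzoate in all 3 biological replicates. NPH_5473 (NPH05427 on the arrays), annotated as an Fe-hydrogenase beta subunit, had a log2 ratio of 3.78 ± 0.17 (SD, n = 3, adjusted p = 1.11e-12 from limma), which is a fold change of 13.7. NPH_5475 (NPH05429), annotated as an NADH oxidase, had a log2 ratio of 3.73 ± 0.12 (SD, n = 3, adjusted p = 2.44e-13 from limma), a fold change of 13.2. The values of these 2 genes differed by less than their spread between replicates. NPH_5474 (NPH05428) followed with a fold change of 5.66 and NPH_5472 (NPH05426) with 4.37. The Cy3 signal lay at the detection limit in 3 of the 18 probe values of NPH_5473 and in 4 of the 18 of NPH_5474, so their benzoate levels are partly bounds. The smallest increase was that of NPH05430, paired here with NPH_5476, with a log2 ratio of 1.51 ± 0.35 (SD, n = 3, adjusted p = 1.18e-07 from limma), a fold change of 2.84. Its 3 probes did not give the same ratio, and ranged from 0.14 to 2.53 on the log2 scale. Those of NPH_5472 ranged from 1.15 to 3.3 and those of NPH_5474 from 1.58 to 3.04. The probes of NPH_5473 (3.47 to 4.16) and NPH_5475 (3.54 to 3.90) lay closer together. Of the 18 probe values of NPH_5476, 6 had Cy3 at the limit, and with both channels above the limit its log2 ratio was 1.00. Without both background subtraction and the dim-spot filter the log2 ratios were 2.55 for NPH_5473, 2.76 for NPH_5475, 1.51 for NPH_5474, 1.50 for NPH_5472 and 1.00 for NPH_5476. The pairing of NPH05430 with NPH_5476 rests on the order of Figure 1 alone, since its value in the authors' deposited table is not the one that the figure prints. The phenylacetate-CoA ligase gene NPH_5477 is outside the figure's label and was not analysed here. From the upregulation of this cluster on naphthalene and its little or no upregulation on benzoate, the paper proposes in its discussion a role for NPH_5472 to NPH_5476 in the reduction of the first aromatic ring. The paper also reports RT-PCR with NPH_5472, NPH_5475 and NPH_5476 higher on naphthalene. In its insoluble protein fraction NPH_5475 and NPH_5476 were higher on naphthalene than on benzoate. It further reports similarity of the products of NPH_5472 to NPH_5474 to BamG, BamH and BamI.

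**Figure D1:**
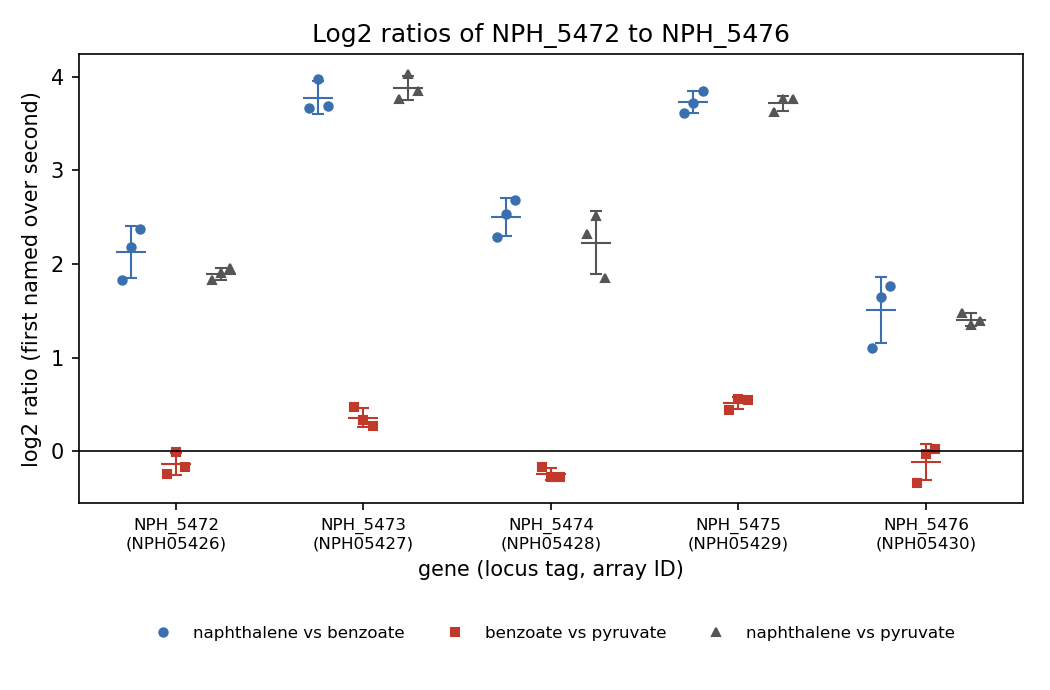
Log2 ratios of the 5 genes NPH_5472 to NPH_5476 (horizontal axis, with the array ID under each locus tag) in the 3 comparisons. Each point is 1 biological replicate, the horizontal bar is the mean and the error bar the SD (n = 3). The 5 genes lie above 0 on naphthalene against either other substrate and near 0 on benzoate versus pyruvate.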

Interestingly, three of these putative reductase genes (NPH_5472-4) have products homologous to BamG-BamI (65%, 71%, and 50% similarity respectively) of *G. metallireducens,* suggesting that these may act on naphthalene in a way analogous to how the Bam system acts during benzoate degradation, where it is postulated to dearomatize benzoyl-CoA.

**Figure 2:**
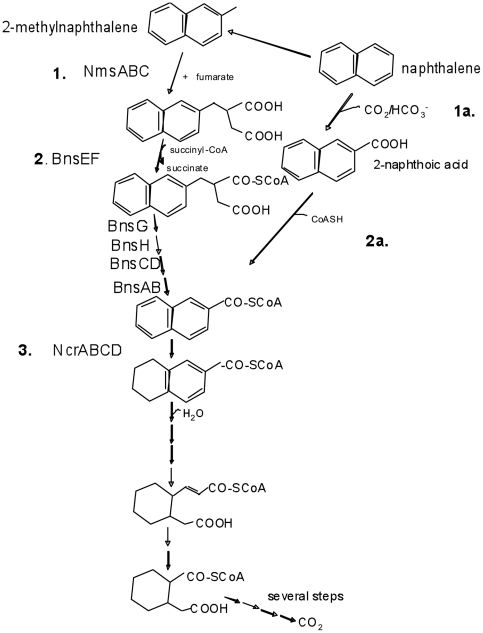
Proposed Pathways for Naphthalene and 2-Methylnaphthalene degradation. Steps 1–3 outline proposed steps involved in degradation of 2-methylnaphthalene. One model for naphthalene degradation involves the methylation of naphthalene to 2-methylnaphthalene and its subsequent degradation by Nms and Bns in steps analogous to toluene degradation. Steps 1a, 2a, and 3 outline a proposed mechanism for naphthalene degradation in which naphthalene is carboxylated and coadenylated. Later steps common to both the methylation and carboxylation models of naphthalene degradation include reduction of naphthoyl-CoA by NcrABCD (step 3).

Real-time RT-PCR analysis was conducted to confirm expression of genes upregulated during growth on naphthalene. Expression trends for several genes mirrored the results of the microarray analyses. *NPH_5888* and *NPH_5889*, encoding the NcrC and NcrD subunits of naphthoyl-CoA reductase, were both upregulated during growth on naphthalene versus growth on either pyruvate or benzoate (Figure 3), confirming microarray results showing specific induction of genes encoding benzoyl-CoA reductase during growth on naphthalene. *NPH_5865*, *NPH_5472*, *NPH_5475*, and *NPH_5476* were also upregulated during growth on naphthalene, while a nearby gene, *NPH_5478*, was not differentially expressed (Figure 3), further confirming expression trends observed in microarray analyses and suggesting that *NPH_5472*-*NPH_5476* are co-regulated and may play a role in naphthalene degradation.

**Figure 3:**
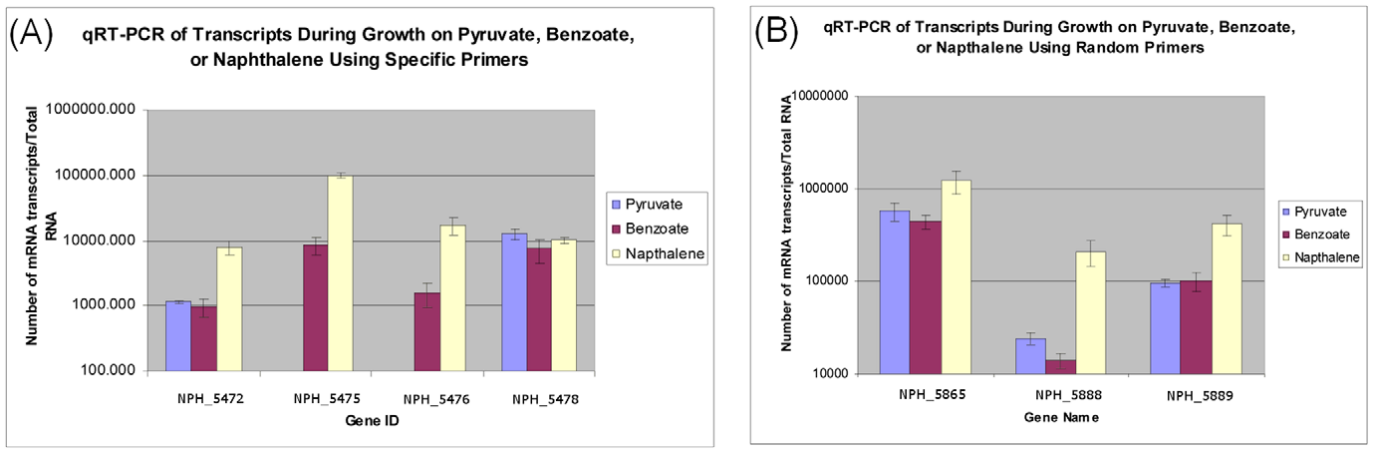
Quantitative RT-PCR analysis of transcripts during growth on pyruvate, benzoate, and naphthalene. Quantitative RT-PCR analysis was conducted to confirm expression of genes upregulated during growth on naphthalene, using RNA from microarray experiments for genes indicated in each panel. (A) Quantitative RT-PCR of select genes using gene specific primers during the reverse transcription reaction. (B) Quantitative RT-PCR of select genes using random primers during the reverse transcription reaction.

In order to examine proteins differentially expressed during benzoate and naphthalene degradation in NaphS2, FTICR-MS analysis was conducted on the soluble and insoluble fractions of three biological replicates analyzed in duplicate for each condition (naphthalene, benzoate, and pyruvate). Proteins displaying significant differences in expression between either benzoate versus pyruvate, naphthalene versus pyruvate, or naphthalene versus benzoate were identified using a paired t-test (p-value cut-off 0.01), and the average Z-scores for these statistically significant proteins were calculated for each condition (Tables S4-S5).

During growth on naphthalene versus growth on benzoate, NPH_5475 and NPH_5476, which are predicted oxidoreductases, and NPH_5477, a predicted phenylacetate-CoA ligase, were upregulated in the insoluble fraction, further confirming that a Bam-type system may be involved in naphthalene degradation. Several subunits of 4-hydroxybenzoate-CoA reductase (NPH_1040, NPH_1743, NPH_2863) and two predicted carboxylases with similarity to 3-octaprenyl-4-hydroxybenzoate carboxy-lyases (NPH_5859, NPH_5865), were also upregulated on naphthalene. NcrB and NcrD were also upregulated during growth on naphthalene, as were NPH_5899, and NPH_5901-NPH_5902. BzdT and NPH_3733 were upregulated on benzoate, as was BzdX and a cyclohexa-1,5-dienecarbonyl-CoA hydratase (NPH_5406). These proteins play a role in degradation steps subsequent to benzoyl-CoA reduction.

Though their respective transcripts were not significantly upregulated in microarray analysis, BnsD, a putative naphthyl-2-hydroxymethyl-succinyl-CoA dehydrogenase subunit, and BnsG, a putative naphthyl-2-methyl-succinyl-CoA dehydrogenase, were both upregulated on naphthalene, as was NPH_4694, a homolog to Gmet_1526, encoded by a gene adjacent to the *bns* gene cluster in NaphS2.

In the soluble naphthalene-grown fraction, NPH_5898, a 3-hydroxybutyryl-CoA dehydratase, NPH_5903, a conserved hypothetical protein, and NPH_5908, an acyl-CoA dehydrogenase were expressed. These proteins are encoded by genes downstream of the *ncr* gene cluster in NaphS2 and are likely involved in degradation steps subsequent to naphthoyl-CoA reduction.

### 2-Methylnaphthalene Degradation

Two clusters containing genes which encode homologs to toluene degradation enzymes were isolated from NaphS2, and one of them encodes NmsA, previously shown to be induced during growth on 2-methylnaphthalene degradation in the strains NaphS2, NaphS3, and NaphS6, as well as in N47 [20], [21]. This corresponding gene, *nmsA*, is present in a gene cluster containing homologs to N47 *nmsA* and *nmsC* (Table S2), which together with *nmsB*, encode naphthyl-2-methyl-succinate synthase, analogous to the BssABC complex involved in toluene degradation. The enzymatic steps in the conversion of toluene to benzyl-CoA are catalyzed by benzylsuccinate synthase (Bss) and benzylsuccinate coA transferase (Bbs) [24], [25]. Genes coding for the subunits of these enzymes appear to be present on separate contigs in the NaphS2 genome and in two distinct clusters. One contig contains *bbsA* followed by *bbsB*. A second contig contains the genes *bbsCDEFGH*, followed by orthologs to the *G. metallireducens* genes Gmet_1526, Gmet_1527, and Gmet_1528, which in the *G. metallireducens* genome are found in the toluene degradation cluster downstream of the *bbs* operon, and preceding *bssCAB*. Gmet_1526 and Gmet_1527 are similar to the alpha and beta subunits of a flavoprotein electron acceptor for benzylsuccinyl-CoA dehydrogenase [24], and Gmet_1528 encodes a hypothetical protein containing Fe-S oxidoreductase domain which is also postulated to be involved in electron transfer from benzylsuccinyl-CoA [24]. A third NaphS2 contig contains genes similar to *bbsDEFG* followed by orthologs to EbN1 genes c2B001, c2A200, c2A300, and c2A203, which are postulated to play a role in toluene degradation and which separate the *bss* and *bbs* gene clusters in EbN1[25]. Thus, the conservation of NaphS2 genes following the *bbs*-like gene clusters is more similar to that observed in *G. metallireducens*, whereas the *bss*-like gene cluster appears more similar to *A. aromatoleum* EbN1. Given that the *bssA*-like gene in NaphS2 is identical to *nmsA* previously characterized to be involved in 2-methylnaphthalene degradation, and given that there is only one *bss*-like and *bbs*-like cluster in NaphS2, we have designated the *bss*-like cluster as *nms*, and the *bbs*-like cluster *bns*, to be consistent with nomenclature used in N47 and since these genes are likely involved in 2-methylnaphthalene degradation in NaphS2.

The *nms* and *bns* gene products of NaphS2 show highest amino acid similarity to orthologs from *A. aromatoleum* EbN1and *G. metallireducens*, with the exception of BnsD, NmsD, and NmsC (Table S2). The sequence similarity of NmsD is relatively low compared to the similarities of other *bss* and *bns* gene products to their orthologs (Table S2). However, NaphS2 BnsD contains the conserved Cys motifs found in all BbsD proteins, consisting of one N-terminal C-x_3_-C-x_2_-C motif corresponding to a radical SAM domain and two C-x_2_-C-x_2_-C-x_3_-C motifs corresponding to ferredoxin domains [24]. The C-x_3_-C-x_2_-C motif is necessary for BssD activity, which involves activation of benzylsuccinate synthase and is SAM-dependent [24] and references therein; [26]. NmsA was previously shown to be induced during growth of NaphS2, NaphS3, and NaphS6 on 2-methylnaphthalene [20], and NmsABC from N47, as well as BnsA-H, were shown to be induced in that species during growth on 2-methylnaphthalene [21]. However, NaphS2, NaphS3, and NaphS6 show a considerable lag in growth on 2-methylnaphthalene, which was viewed as evidence that these strains may not use 2-methylnaphthalene as an intermediate during naphthalene degradation [20]. Our microarray and proteomics results are consistent with this observation, since NmsABC and most Bns subunits were not shown to be significantly induced during growth on naphthalene in either microarray or proteomics analyses. The presence of *nms* and *bns* genes in NaphS2 is consistent with its ability to degrade 2-methylnaphthalene, however, the lack of marked induction of these genes or their protein products in our experiments did not indicate a clear role for NmsABC or Bns subunits in degradation of naphthalene.

Previous studies demonstrated a lag in growth when NaphS2 is transferred from naphthalene to 2-methylnaphthalene and further demonstrated that NmsA is induced preferentially on 2-methylnaphthalene [20]. This evidence suggested that 2-methylnaphthalene may not be an intermediate during naphthalene degradation and that NaphS2 may not use methylation as a mechanism for activating naphthalene for degradation, consistent with our results. Thus, we examined the possibility that naphthalene degradation proceeds via carboxylation in NaphS2. A gene cluster upregulated in NaphS2 during growth on naphthalene contained several ORFs with similarity to phenolic acid decarboxylases (NPH_5855, NPH_5857, NPH_5861, NPH_5863). We postulate that these gene products could function to carboxylate naphthalene, though the requirement of these enzymes for a phosphorylated intermediate would call into question whether these carboxylases could carboxylate naphthalene.

### Benzoate Degradation

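On benzoate versus pyruvate, 118 genes were higher and 87 were lower by at least 2-fold among those that passed the test (limma, adjusted p under 0.05). The 118 are fewer than the approximately 165 upregulated genes that the paper gives. By the methods' rule 118 were higher by at least 2-fold, and 99 with the authors' processed values. With a gene-specific dye effect there were 46, and with scaling between arrays 341. The largest increase among genes with at least 2 probes and the same direction in every biological replicate was that of the gene numbered NPH02403 on the arrays, with a log2 ratio of 3.08 ± 0.11 (SD, n = 3, adjusted p = 3.73e-11 from limma). The largest decrease by the same rule was that of NPH01394, with a log2 ratio of -1.97 ± 0.21 (SD, n = 3, adjusted p = 5.54e-09 from limma). Without both background subtraction and the dim-spot filter the log2 ratio of NPH01394 was -1.13, and with scaling between arrays it was -2.85. That of NPH02403 ranged over the alternatives from 2.51 to 4.06, the latter with scaling between arrays. Cy3 lay at the detection limit in 4 of the 24 probe values of NPH02403 and Cy5 in 4 of the 24 of NPH01394, so both ratios are partly bounds. The files give no locus tag for either gene. With no minimum fold change, 2085 of the 5588 genes tested were higher and 1710 were lower, with a median size of 0.37 on the log2 scale. The fit with a gene-specific dye effect gave 590 and 374. The genes changed by at least 2-fold, 205 in all, numbered 63 without background subtraction and dim-spot filter, 68 with a gene-specific dye effect in the fit and 633 with scaling between arrays. Higher genes made up 54.9% of those changed, and 39.3% to 46.5% under 7 of the 23 alternatives, which are the 6 of naphthalene versus benzoate and the methods' rule on the authors' processed values.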

Approximately 165 genes were upregulated during growth on benzoate versus growth on pyruvate in NaphS2 cultured under anoxic, sulfate-reducing conditions (Table S3). The Ncr gene cluster is the only one identified in the draft NaphS2 genome encoding proteins with similarity to benzoyl-CoA reductase, though there may be other similar genes encoded in gaps within the draft sequence. This gene cluster was not differentially expressed during growth on benzoate versus pyruvate, and upregulation of this gene cluster on naphthalene suggests that it functions as a naphthoyl-CoA reductase. The fact that it is not induced on benzoate suggests that NaphS2 does not use a classical benzoyl-CoA reductase for ring dearomatization of benzoyl-CoA during benzoate degradation, or that if the strain does, the encoded activities are found within a gap in the draft genome sequence. We examined the possibility that other gene clusters are responsible for benzoate degradation in NaphS2.

The dissimilatory Fe(III) reducer *Geobacter metallireducens* is able to couple degradation of benzoate to Fe(III) reduction [22]. Previous studies indicated that *G. metallireducens* does not possess a classical benzoyl-CoA reductase, but instead may utilize a non-classical dearomatizing enzyme during benzoate degradation, designated BamB-BamI, where BamB encodes a novel reductase which may be involved in dearomatization whereas other Bam subunits may play a role in electron transfer during dearomatization [22], [23]). An examination of the NaphS2 genome revealed the presence of two gene clusters with similarity to the *bamB*-*bamI* gene clusters of *G. metallireducens*. The first cluster, NPH_7171-NPH_7176, encodes homologs of BamB-BamF, while a second cluster contains homologs of BamG-BamI (NPH_6169-NPH_6171). Several Bam components were differentially expressed during growth on benzoate at a fold change of greater than or near 2.0 in microarray, and also shown to be induced via proteomics analysis in the insoluble fraction during growth on benzoate versus pyruvate or benzoate versus naphthalene (Figure 1, Table S3-5), suggesting that NaphS2 may couple benzoyl ring dearomatization to electron transfer, as postulated for *G. metallireducens*. Genes within the *bam* clusters were also differentially expressed during benzoate degradation compared to naphthalene degradation, suggesting a role for them exclusively in benzoate degradation (Table S1, 5).

Genes encoding enzymes involved in degradation steps following benzoyl-CoA reduction were also found in the NaphS2 genome and were differentially expressed during growth on benzoate and pyruvate. *bzdY*, encoding a hydrolase involved in a ring cleavage step following benzoyl-CoA reduction, was also upregulated during growth on benzoate versus pyruvate (Table S3, 4), and slightly upregulated (1.7 fold) during growth on benzoate versus naphthalene (Table S3) as was *bzdX*, which encodes a dehydrogenase, and *bzdW*, encoding cyclohexa-1,5-dienecarbonyl-CoA hydratase (Table S3). An ORF with the highest similarity to benzoyl-CoA ligase in NaphS2 (NPH_7071) was not differentially expressed during growth on benzoate, however another long chain fatty acid CoA ligase, NPH_1950, is differentially expressed during growth on benzoate compared versus either pyruvate or naphthalene, suggesting that this NPH_1950 may encode the endogenous benzoyl-CoA ligase in NaphS2. Alternatively, the draft genome sequence may contain a gap in sequence encoding the true benzoyl-CoA ligase. It is also interesting to note that a gene cluster encoding an adenylylsulfate reductase and HdrABC complex was differentially expressed during growth on benzoate versus pyruvate, and it was not differentially expressed during growth on naphthalene versus benzoate, suggesting that the rate of sulfate reduction may increase during growth on aromatic compounds compared to during growth on C3 compounds, and raising the possibility that components of this gene cluster may be useful for indirectly tracking aromatic compound degradation by assaying the rate of activity of these enzymes.

Proteomic analysis using FTICR-MS was used to confirm microarray and RT-PCR results for growth of NaphS2 on benzoate. During growth on benzoate versus pyruvate, the NcrA (NPH_5890) and NcrB (NPH_5891) subunits of the putative benzoyl-CoA reductase were upregulated in the insoluble fraction. Also upregulated during growth on benzoate in the insoluble fraction were putative BamB ferredoxin:oxidoreductase (NPH_7171), as well as BamC (NPH_7173) and BamE (NPH_7175). In addition BzdX (NPH_5404) and BzdY (NPH_5405) were upregulated during growth on benzoate versus growth on pyruvate in the soluble fraction. BzdW and BzdZ were both upregulated on benzoate in the insoluble pellet. In the soluble fraction, BzdX (NPH_5404) and BzdW (NPH_5406) were upregulated during growth on benzoate as was a predicted 4-hydroxybenzoate-CoA reductase subunit (NPH_3309). Moreover, proteins encoded by genes downstream of benzoyl-CoA reductase genes were also upregulated (NPH_5893, NPH_5895, and NPH_5899).

### Toluene Degradation

Because homologs of the toluene degradation genes *bss* and *bbs* (named *nmsABC* and *bnsA-H* for their N47 homologs, Table S2) were identified in the draft NaphS2 genome, the question of whether NaphS2 can metabolize toluene was investigated by inoculating NaphS2 into medium that contained toluene (500 µM) as the sole electron donor (Figure 4). NaphS2 grew and could be continually transferred and propagated in this medium, and the consumption of toluene and the production of sulfide were consistent with toluene oxidation coupled to sulfate reduction when it is considered that small amounts of toluene would be required for cell carbon, while cultures amended with higher toluene concentrations did not grow. Future experiments will be necessary to determine whether these genes are induced during growth on toluene, and therefore likely involved in toluene degradation, or whether another cluster, present within a gap within the draft genome sequence, is responsible.

**Figure 4:**
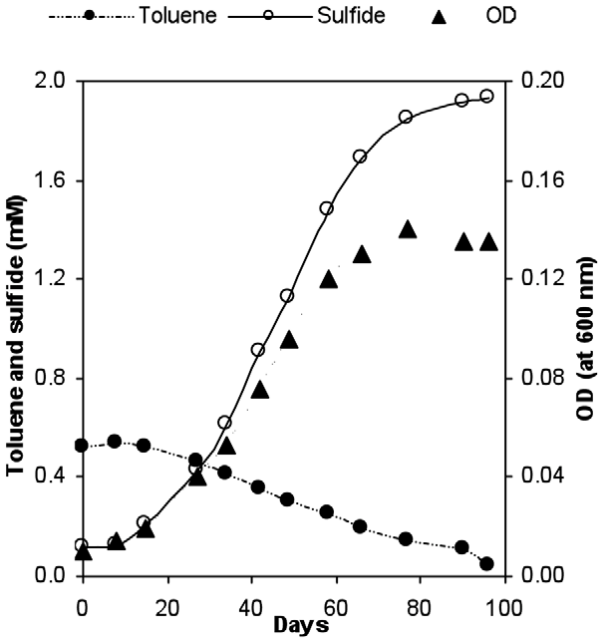
NaphS2 degrades toluene. Increase in cell density and sulfide concentration during anaerobic growth of strain NaphS2 with toluene. The growth experiment was performed in a 150 ml serum bottle containing 100 ml of medium and toluene dissolved in heptamethylnonane.

### Other Monoaromatics

The genome sequence of NaphS2 also suggests a capacity to degrade other monoaromatic compounds, including phenol, p-cresol, benzyl alcohol, and 4-hydroxybenzoate. NPH_5855, NPH_5859, NPH_5861, and NPH_5863 are a cluster of four genes, encoding phenylphosphate carboxylase subunits, with similarity to *ppcA* and *ppcB* from *Thauera aromatica*. In *T. aromatica*, phenylphosphate carboxylase is encoded by *ppcBCAX*, whereas the NaphS2 cluster consists of genes more similar to *ppcA* and *ppcB* than to *ppcC* and *ppcX*. Homologs to *Pseudomonas putida* p-cresol methylhydroxylase, *pchCF*, are also present in the genome (NPH_3625, NPH_5226). Benzyl alcohol dehydrogenase is coded by the *Aromatoleum aromaticum* EbN1 gene *adh* (ebA3166), of which NPH_4462 is a homolog, whereas NPH_5226 is a homolog of the EbN1 benzaldehyde dehydrogenase ebA5642. NPH_7071 encodes a homolog to *T. aromatica* 4-hydroxybenzoate:CoA ligase, whereas NPH_2861-63 encode subunits of 4-hydroxybenzoyl-CoA oxidoreductase.

## Discussion

### Naphthalene Degradation

Consistent with protein expression results from a previous study [20], the gene encoding the proposed catalytic subunit of the 2-methylnaphthalene-activating enzyme (2-naphthylmethyl)succinate synthase, NmsA, was not upregulated during growth on naphthalene vs. benzoate, though it did show an induction of below 2-fold during growth on naphthalene vs. pyruvate. Although BnsD, a putative naphthyl-2-hydroxymethyl-succinyl-CoA dehydrogenase subunit, and BnsG, a putative naphthyl-2-methyl-succinyl-CoA dehydrogenase, were shown to be expressed during growth on naphthalene in proteomics analysis, NmsABC and most Bns subunits, and their corresponding genes, were not shown to be significantly induced during growth on naphthalene in either microarray or proteomics analyses. This suggests that NmsABC and most Bns subunits do not play a role in naphthalene degradation in NaphS2, while we would expect them to play a role in 2-methylnaphthalene degradation. The fact that BnsD and BnsG are upregulated during growth on naphthalene leaves open the possibility that methylation is used to activate naphthalene in NaphS2, however as mentioned previously, the conflicting observation that NmsABC was not upregulated during growth on naphthalene in our experiment and previous experiments raises doubts regarding that hypothesis. Our studies indicate that NaphS2 may activate naphthalene in manner such as carboxylation or by some other mechanism, but uses NmsABC and Bns subunits to specifically degrade 2-methylnaphthalene. Due to the draft nature of the NaphS2 genome, we cannot rule out that other gene clusters encoding NmsABC and other *bns* genes may exist within a gap in the genome. However, available genome and experimental evidence to date suggests that methylation is not the initial step in naphthalene degradation. Future experiments should compare expression of *nmsABC* and *bns* genes during growth on 2-methylnaphthalene and naphthalene.

A lack of clear induction of genes in NaphS2 that have previously been shown to be involved in 2-methylnaphthalene degradation in N47 led us to examine the possibility that naphthalene degradation proceeds via carboxylation. Three genes encoding probable aromatic carboxylases were upregulated during growth on naphthalene vs. benzoate (*NPH_5859, NPH_5863* and *NPH_5865*). One or more of these genes may carboxylate NaphS2, or naphthalene activation may occur through a different set of enzymes, or by an as of now unidentified mechanism other than methylation or carboxylation.

According to the pathway suggested by Annweiler [16], the next two steps are ring reductions (Figure 2). Two ring reductases are up-regulated during growth on naphthalene vs. benzoate (Figure 1).

One hypothesis is that the products of the novel reductase genes (NPH_5472-76) reduce the first ring of the double naphthalene ring (since it is most unique structurally, relative to benzoate) and then the products of *bcr*-like genes (NcrABCD) reduce the second ring in manner analogous to benzoate degradation. The subsequent ring opening steps might then use the same enzymes as the analogous reactions in the benzoate degradation pathway.

### Aromatic Ring Reduction

Draft genome evidence suggests that strain NaphS2 has three sets of genes potentially involved in the reduction of aromatic rings. Two of these sets are similar to enzymes involved in the reduction of the monoaromatic compound benzoate. There is an operon, *bamBCDEFGHI*, that is homologous to the putative benzoate reductase from the obligate anaerobes *G. metallireducens* and *D. multivorans*. In NaphS2, both gene and protein expression levels of BamB-I are increased during benzoate metabolism and decreased during naphthalene metabolism, although some expression fold changes were below 2-fold. This suggests that this enzyme may be used specifically for benzoate metabolism, while another enzyme (NcrABCD) reduces the monoaromatic ring during naphthalene metabolism, and that downstream components of this gene cluster encode enzymes capable of later degradation steps following the ring reduction events of anaerobic naphthalene.

The Bzd enzyme has been shown to require two low-potential ferredoxins and two ATPs to reduce benzoyl-CoA in the nitrate reducers[27]. The use of a different enzyme for this reaction in species like *G. metallireducens* which does not use nitrate has been attributed to the lower energy yield available from their metabolism[23]. The change in expression between the two putative benzoate reductases in NaphS2 may be due to a difference in energy yield between naphthalene and benzoate degradation. Sequence analysis suggests that the use of ferredoxin may be involved in adapting to these yield changes.

An additional reductase would be required to reduce the first aromatic ring of naphthalene, but would be unnecessary during benzoate metabolism. The third putative reductase, NPH_5472-NPH_5476, is one of the most highly upregulated clusters during naphthalene degradation, but shows little or no upregulation during benzoate metabolism. Thus, this enzyme may be involved in the reduction of the first aromatic ring of naphthalene.

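In the arrays of benzoate versus pyruvate the log2 ratios of the 5 genes were small. NPH_5475 (NPH05429) had a log2 ratio of 0.51 ± 0.07 (SD, n = 3, adjusted p = 1.12e-05 from limma) and NPH_5473 (NPH05427) one of 0.36 ± 0.10 (SD, n = 3, adjusted p = 0.000921 from limma), which are fold changes of 1.43 and 1.28. NPH_5473 was not called by the methods' rule on either the scanner intensities or the authors' processed values, and neither gene passed the test when a gene-specific dye effect was allowed (log2 ratios of -0.01 with adjusted p = 0.945 and 0.10 with adjusted p = 0.534 from limma). NPH_5472 (NPH05426), NPH_5474 (NPH05428) and NPH_5476 (NPH05430) had log2 ratios of -0.14, -0.24 and -0.12, which did not pass the test. Other settings gave calls for them, all lower on benzoate. NPH_5474 passed the test under 9 of the 23 alternatives (adjusted p = 0.00141 from limma with the slide as a block), NPH_5476 under 5 and NPH_5472 under 3 (adjusted p = 0.0426 from limma with the slide as a block). The fit with the slide as a block takes single hybridizations as values, with no term for the biological replicate. Its adjusted p-values can therefore be too small. The log2 ratios of single probes ranged from -0.75 to 0.31 for NPH_5474, from -0.59 to 0.40 for NPH_5476 and from -0.37 to -0.02 for NPH_5472. On naphthalene versus pyruvate all 5 genes were higher. The log2 ratios were 3.88 ± 0.13 for NPH_5473 and 3.72 ± 0.08 for NPH_5475 (SD, n = 3 each), with 2.23 ± 0.34 for NPH_5474, 1.90 ± 0.07 for NPH_5472 and 1.40 ± 0.07 for NPH_5476 (SD, n = 3 each). The largest adjusted p of the 5 was 1.11e-07 from limma, that of NPH_5476. With scaling between arrays the log2 ratios were 2.46 for NPH_5473, 2.38 for NPH_5475, 1.42 for NPH_5474, 1.22 for NPH_5472 and 0.92 for NPH_5476. That of NPH_5476, with Cy3 at the limit in 6 of 18 probe values, was 0.72 with both channels above the limit. Among the probes of this gene 1 had a ratio of -0.38, against 2.77 for the highest.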

### Toluene Degradation

Prior to completion of the draft NaphS2 genome sequence, the presence of gene clusters similar to *bss* and *bbs* gene clusters (Figure 5) involved in toluene degradation, and isolated through shotgun sequencing, led us to speculate that NaphS2 might be capable of toluene degradation. This has now been shown experimentally. The presence of a gene cluster, encoding Bss and Bbs homologs, *nmsABC* and *bnsA-H*, suggests that toluene degradation might proceed through the same mechanism as 2-methylnaphthalene degradation in NaphS2, namely through Nms and Bns, however we cannot rule out the presence of an additional set of *bss* and *bbs* gene clusters within a gap in the NaphS2 genome. While further work is necessary to determine whether the *nmsABC* and *bnsA-H* gene clusters are upregulated during growth on toluene, the ability of NaphS2 to grow on toluene demonstrates that genome sequencing may provide additional insights into substrate utilization.

**Figure 5:**
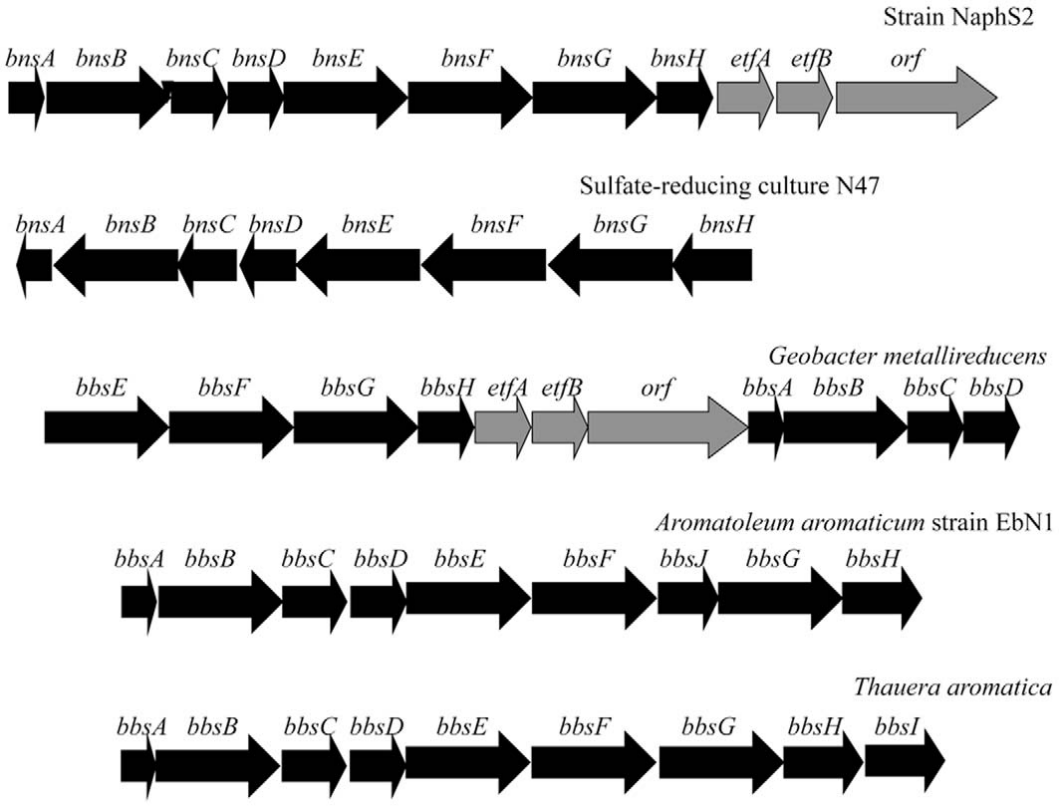
The bnsA-H gene cluster in NaphS2 and N47 and the homologous BbsA-H clusters from other species. Arrangement of bnsA-H genes in strain NaphS2 compared to sulfate-reducing culture N47 and other species. The arrangement of the cluster is similar to EbN1, however genes downstream of *bbsH* in G. metallireducens are also present downstream of *bnsH* in NaphS2.

### Limits of Identifying Degradative Pathway Genes using a Draft Genome Approach

This study presents the draft genome of the naphthalene degrading, marine sulfate reducer NaphS2. The combined strategy of draft genome sequencing, microarray analysis, and proteomic analysis provide a powerful approach toward elucidating naphthalene degradation pathways in NaphS2; however, the approach is not without limitations. This study has attempted to identify key genes involved in the anaerobic degradation of naphthalene, however given that gaps are more than likely present within the draft genome of NaphS2, we cannot rule out the existence of certain enzyme activities in NaphS2 on the basis of this approach, or that additional enzyme activities do not also contribute to naphthalene degradation in this organism. The availability of a finished genome, enzymatic assays on select enzymes identified as likely candidates in naphthalene degradation, and complementary whole genome expression and proteomics approaches will shed additional light on aspects of naphthalene degradation which remain unclear, particularly regarding the initial activation of naphthalene for degradation. While we have identified candidates for certain enzymatic activities based on their induction in microarray and proteomics experiments and their predicted enzymatic activities, particularly in regard to carboxylation of NaphS2 and alternative mechanisms of ring-opening during naphthalene degradation, many other hypothetical genes or genes with predicted roles in aromatic hydrocarbon degradation may also play key roles in naphthalene degradation in NaphS2.

## Materials and Methods

### Culturing NaphS2

Benzoate-degrading, sulfate-reducing strain NaphS2 [15] was obtained from Deutsche Sammlung von Mikroorganismen (Braunschweig, Germany; DSM 14454) and cultured anaerobically in defined bicarbonate-buffered, strictly anoxic artificial seawater medium containing sulfate as described previously [28]. Nonchelated trace element solution[28] and sodium selenite were added to promote bacterial growth. Sodium dithionite was added as additional reductant before inoculation. The culture medium and cultures were kept serum vials under a headspace containing an N_2_-CO_2_ mixture (80∶20, vol/vol), sealed with a butyl rubber stopper.

Filter-sterilized (solvent-resistant cellulose filters; pore size, 0.2 µm) substrates (purity, >99%) and other hydrocarbons were dissolved in sterile, anoxic 2,2,4,4,6,8,8-heptamethylnonane (HMN) as the carrier phase to avoid toxic effects of the pure substances [29], [30]. The sealed culture vials were incubated nearly horizontally to facilitate diffusion of the added hydrocarbons into the aqueous medium and the level of the medium was adjusted to avoid contact of the medium with the stoppers. All incubations were under anoxic conditions at 30°C in the dark.

### Genome Sequencing and Annotation

The genome of NaphS2 was sequenced to a draft stage by the whole random shotgun method [31], [32]. Briefly, one small insert plasmid library (2–3 kb) and one medium insert plasmid library (8–10 kb) was constructed by random nebulization and cloning of genomic DNA. The small insert library was constructed using a pUC18 vector (http://www.jgi.doe.gov/sequencing/protocols/prots_production.html). The medium sized insert library was constructed using a pHOSII cloning vector. In the initial random sequencing phase, approximately 6-fold sequence coverage was achieved from the two libraries (each library was sequenced to 3-fold coverage, respectively). The average read sizes for the small and large insert libraries were 831 nt and 817 nt respectively. The sequences were assembled using the Celera Assembler [33]. A pseudomolecule was constructed in which gaps between contigs were filled with a 36 bp linker sequence designed to produce a stop codon in all six reading frames. An initial set of ORFs that likely encode proteins was identified using GLIMMER [34]. The ORF prediction and gene family identifications were completed using the methodology described previously [31], [32]. Two sets of hidden Markov models (HMMs) were used to determine ORF membership in families and superfamilies. These included HMMs from Pfam v22.0 [35] and from the TIGR ortholog resource [36]. TMHMM [37] was used to identify membrane-spanning domains (MSD) in proteins. Additional attributes of biological function were obtained by classifying genes within Clusters of Orthologous Groups (COG) and by assignment of GeneOntology terms and their corresponding numbers. Putative functional role categories were assigned as previously described [31], [32].

The nucleotide sequence and the corresponding auto-annotations for the draft genome of NaphS2 have been deposited at DDBJ/EMBL/GenBank under the accession ADZZ00000000. The version described in this paper is the first version, ADZZ01000000.

### Microarray Analysis

For microarray analyses triplicate cultures of NaphS2 were grown with either benzoate (5 mM), naphthalene (3 mM), or pyruvate (10 mM) as the electron donor and sulfate (20 mM) as the electron accetpor. Cells were harvested with centrifugation and the cell pellets frozen. Total RNA was extracted from frozen cell pellets with the Qiagen RNAeasy midi kit according to manufacturer's instructions (Qiagen, Inc.). RNA was DNase-treated with the Ambion DNA-free kit (Ambion, Austin, TX) and tested for genomic DNA contamination by polymerase chain reaction for 40 cycles (96°C 3 min; 94°C 15 sec, 55°C 30 sec, 72°C 90 sec, 40 cycles; 72°C 10 min) using primers specific to NaphS2. 200 ng of total RNA was amplified with the MessageAmpII-Bacteria RNA Amplification kit (Ambion, Austin, TX), ethanol precipitated, and resuspended to ∼1 µg/µl in nuclease-free H_2_O (Ambion, Austin, TX). 10 µg of RNA was chemically labeled with Cy3 (control) or Cy5 (experimental) dye with the MicroMax ASAP RNA Labeling Kit (Perkin Elmer, Wellesley, MA). 2 µl of Cy3 or Cy5 reagent and 6 µl of ASAP labeling buffer were added to 10 µg of RNA in a 20 µl total volume and heated at 85°C for 15 min. The subsequent labeled RNA was resuspended in 200 µl of H_2_O and washed 3X with 200 µl H_2_O using MicroCon spin columns (Millipore, Bedford, MA). RNA from pyruvate grown cultures (control) and RNA from either benzoate or naphthalene grown cultures (experimental) was then combined, ethanol precipitated, and resuspended to 20 µl in nuclease-free H_2_O.

Two replicate hybridizations (technical replicates) were performed for each biological replicate (three biological replicates). Combimatrix (Seattle, WA) 12K CustomArray microarray slides [38] were designed using Combimatrix oligo design algorithms based on the entire set of predicted ORFs from the NaphS2 genome. Duplicate oligos were filtered out of the array design, and the genome was split into two arrays due to its size. Slides were incubated in 100 µl H_2_O (in hybridization chambers) in a rotisserie hybridization oven for 10 min at 65°C to remove oxygen from the slides. Slides were then incubated at 45°C for 30 minutes in prehybridization solution (6X SSPE [Ambion], 0.05% Tween-20, 20 mM EDTA [Ambion], 5X Denhardt's solution [Sigma Chemical Co.], 100 ng/µl salmon sperm DNA [Sigma], 0.05% SDS [Ambion]). After labeling and fragmentation, RNA was added to hybridization buffer (100 µl total volume, 6X SSPE, 0.05% Tween-20 [Sigma], 20 mM EDTA [Ambion], 25% formamide [Ambion], 100 ng/µl salmon sperm DNA [Sigma], 0.05% SDS [Ambion]) heated at 95°C for 3 minutes, chilled briefly on ice, added to microarray slides, and incubated at 45°C overnight. Slides were washed for 6 successive washes of 5 minutes in the following solutions: Wash I (6X SSPE, 0.05% Tween-20), Wash II (3X SSPE, 0.05% Tween-20) Wash III (0.5X SSPE, 0.05% Tween-20), Wash IV (2X PBS [Sigma], 0.1% Tween-20), and Wash V (2X PBS) twice. The first wash was at 45°C, and all subsequent washes were at room temperature. Slides were then immersed in visualization solution, covered with a LifterSlip, scanned using a GenePix 4000B scanner (Axon Instruments, Inc., Union City, CA), and analyzed using GenePix and Acuity 4.0 software (Axon Instruments, Inc.).

Arrays were scanned with Genepix software version 4.0. The total intensity from each spot for each channel was calculated. Data obtained were then exported into the R package (www.r-project.org) for further analysis as described previously [38].

A background calculation was derived in order to allow normalization of data across arrays. This calculation was based on the signals from a set of negative control spots on the array containing oligos from humans or plants that should not hybridize to bacterial RNA. For each channel of each array, the signal intensities from the lowest third of the negative control spots were averaged and the standard deviation was calculated. Global background subtraction was performed by subtracting the mean background intensity plus two standard deviations from the signal of all experimental spots. Low intensity spots having background-corrected intensity less than three times the background standard deviation in both channels were excluded from further analysis.

For the remaining data, the logged ratios [M = log2(WT/EX)] are then calculated and lowest global normalization are performed. During the data preprocessing, M vs A plots, before and after normalization, and side-by-side boxplots for all arrays are used to assess array quality. LIMMA mixed model analysis (R-package LIMMA) was applied as described previously [38]. To limit false positives, a gene was called differentially expressed if at least half of its probes met a Limma P-value cut-off of 0.001 [38].

### Proteomic Analysis

FTICR-MS analysis was conducted on soluble and insoluble fractions of three biological replicates analyzed in duplicate for each condition (naphthalene, benzoate, and pyruvate), and all protocols relating to protein isolation, FTICR-MS analysis, and computational methods to generate raw protein values, zeroed abundance values, and Z-score for each protein may be found in Methods S1. Proteins displaying significant differences in expression between either benzoate versus pyruvate, naphthalene versus pyruvate, or naphthalene versus benzoate were identified by t-test (p-value cut-off 0.01) using MeV software, in which log_2_ transformed, zeroed protein values were analyzed by t-test between two conditions, and the average Z-scores for these statistically significant proteins were calculated for each condition. Results of t-test analysis, including mean log transformed zeroed protein abundance value, and average Z-score for proteins (p-value cut-off 0.01), were determined for soluble and insoluble fractions.

### Real Time PCR Primer Design and Quantification of mRNA Gene Transcripts

Gene-specific primers were designed for quantitative PCR analysis from the NaphS2 genome using the Primer Express software (ABI). Optimal primers pairs were checked for dimers and hairpins using the NetPrimer software (PREMIER Biosoft, Palo Alto, CA), optimized using PCR gradient analysis, cloned using the TOPO p2.1 kit (Invitrogen Corp., Carlsbad, CA), and sequenced to verify gene specificity. Sample cDNA was generated from mRNA transcripts using the DuraScript Enhanced Avian RT single-strand synthesis kit (Sigma Aldrich) according to the manufacturer's instructions. Positive RT reactions were verified using PCR and visualized on a 2% agarose gel stained with ethidium bromide.

The number of mRNA transcripts was quantified using the Applied Biosystems 7500 Real-Time PCR system (PE Biosystems, Foster City, CA). Reactions (25 µl total volume) consisted of 12.5 µl 2× POWR SYBR green master mix (Applied Biosystems), 5 µl of 1∶10 diluted template cDNA, and 200 pmol of the appropriate primer pair. The thermal cycling parameters consisted of an activation step of 50°C for 2 min, a denaturation step of 95°C for 10 min, followed by 45 cycles at 95°C for 15 s and 60–66°C for 1 min. A standard curve and two types of negative controls were run concurrent with cDNA samples. Standard curves covered a range of approximately 8 orders of magnitude and were constructed as previously described [39].The first negative controls contained RNA template from each sample that had not been subjected to RT, and the second controls contained reaction solution without template. Real-time PCR product size and amplification was verified on a 2% agarose gel stained with ethidium bromide.

### Toluene Degradation by NaphS2

NaphS2 cells were grown as above, but were adapted to growth with sulfate (20 mM) as electron acceptor and toluene (0.5 mM) as electron donor over at least five passages prior to conducting the growth studies reported here. Filter-sterilized (solvent-resistant cellulose filters; pore size, 0.2 µm) toluene (purity, >99%) and other hydrocarbons were dissolved in sterile, anoxic 2,2,4,4,6,8,8-heptamethylnonane (HMN) as the carrier phase to avoid toxic effects of the pure substances [29], [30].

The time course of sulfate reduction to sulfide with toluene as the electron donor was measured in the flat bottles described above. Aliquots for determination of the optical density at 600 nm and sulfide and sulfate content were withdrawn from the closed bottles via the stoppers by using sterile syringes.

Toluene in heptamethylnonane and in the aqueous phase was measured by gas chromatography on a Hewlett-Packard series 1100 **(**Agilent Technologies, Inc., Santa Clara, CA). Sulfide was determined colorimetrically as described previously [40], [41]. Sulfate was measured with a Dionex ICS 2000 ion chromatograph (Dionex Corp., Sunnyvale, CA).

## Supporting Information

Table S1 Genes Upregulated During Growth on Naphthalene versus Growth on Benzoate.
(0.08 MB XLS)

Table S2 The best two BLAST hits of some NaphS2 genes. Blastp results, excluding hits with unknown strain information.
(0.04 MB XLS)

Table S3 Genes Upregulated During Growth on Benzoate versus Growth on Pyruvate.
(0.08 MB XLS)

Table S4 Proteomics Results, Soluble Fraction.
(0.03 MB XLS)

Table S5 Proteomics Results, Insoluble Fraction.
(0.03 MB XLS)

Table S6 Genes Upregulated on Naphthalene vs Pyruvate.
(0.11 MB XLS)

Methods S1 (0.04 MB PDF)

# Supplementary material for: Genome Sequence of the Deltaproteobacterial Strain NaphS2 and Analysis of Differential Gene Expression during Anaerobic Growth on Naphthalene
**Source:** PLoS One. 2010 Nov 19;5(11):e14072. doi: 10.1371/journal.pone.0014072
**Supplement:** Methods S1 — (0.04 MB PDF)

## **Supplemental Methods**

### **FTICR-MS analysis**

**Culture Conditions and Cell Lysis.** The following chemicals used, unless otherwise noted, were obtained from the Sigma-Aldrich Company (St. Louis, MO) and were of analytical grade. Cells were resuspended in a volume of nanopure water which was 2 x the volume of the cell pellet and lysed with a bead beater. The cells were vortexed into a suspension and were beadbeated with 0.1 mm zirconia/silica beads in a mini-beadbeater (Biospec, Bartlesville OK) for 90 s at 4500 rpm. Lysates were collected and placed immediately on ice to inhibit proteolysis.

**Cleared Lysate and Pellet Fractionation.** An ultracentrifugation was employed to separate out the dirt like pellet from the soluble proteins released after lysis. To each cell lysate obtained from the procedure above, water was added in a volume that was 10 x that of the starting lysate. The dilute lysates were then ultracentrifuged at 100 000 rpm (355 040 rcf) with a Beckman (Fullerton, CA) Optima TL ultracentrifuge for 20 min. The pellet was the insoluble fraction and the supernatant was the soluble fraction.

**Protein Mass Determination and Addition of an Internal Protein Standard.** The insoluble pellets obtained from above were made suspended into solution by adding two pellet volumes of nanopure water to each pellet followed by sonication. The protein concentration of each whole cell lysate, and subcellular fraction (supernatant and pellet/membrane) were measured using a Coomassie Plus protein assay (Pierce, Rockford, IL) using a bovine serum albumin standard. A measured volume of each

sample was transferred to a new 1.5 mL microfuge tube and thus the total protein mass was known for each tube. 1 mg of apomyoglobin (equine), 0.363 mg of cytochrome c (bovine) and 0.210 mg of G-2-PHD (rabbit) was added to 1 mL total volume of nanopure water. This was the internal protein reference standard used in the samples to ensure that replicate analysis and instrument performance in time was consistent. To each whole protein samples, supernatant (cleared lysate protein) fractions, and pellet (membrane protein) fractions, 10  $\mu$ L (15.73  $\mu$ g) of the internal protein reference was added to every 984  $\mu$ g of sample.

**Trypsin Digestion.** The cleared lysates were digested with trypsin as described elsewhere (Masselon, C.; Pasa-Tolic, L.; Tolic, N.; Anderson, G. A.; Bogdanov, B.; Vilkov, A. N.; Shen, Y.; Zhao, R.; Qian, W. J.; Lipton, M. S.; Camp, D. G., 2nd; Smith, R. D. *Targeted Comparative Proteomics by Liquid Chromatography-Tandem Fourier Ion Cyclotron Resonance Mass Spectrometry*. *Anal. Chem.* **2005**, 77 (2), 400-6). To the pellets from the ultracentrifugation, the same digestion was carried out with the exception that 4% (w/v) CHAPS was also included in the denaturation solution.

**Peptide Concentration and Cleanup.** The cleared lysate digests were desalted using Supelco (St. Louis, MO) Supelclean C-18 tubes as described elsewhere. (Masselon, C.; Pasa-Tolic, L.; Tolic, N.; Anderson, G. A.; Bogdanov, B.; Vilkov, A. N.; Shen, Y.; Zhao, R.; Qian, W. J.; Lipton, M. S.; Camp, D. G., 2nd; Smith, R. D. *Targeted Comparative Proteomics by Liquid Chromatography-Tandem Fourier Ion Cyclotron Resonance Mass Spectrometry*. *Anal. Chem.* **2005**, 77 (2), 400-6). CHAPS will bind to C-18 and elute with peptides, (Hixson, K. K.; Rodriguez, N.; Camp, D. G., 2nd; Strittmatter, E. F.; Lipton, M. S.; Smith, R. D. *Evaluation of Enzymatic Digestion and Liquid Chromatography-mass Spectrometry Peptide Mapping of the Integral Membrane Protein Bacteriorhodopsin*. *Electrophoresis* **2002**, 23 (18), 3224-3232). thus Supelco Supelclean SCX tubes were used to desalt the pellet/membrane fraction digest. The

digestion mixture pH was adjusted to 3.5 by the addition of dilute acetic acid and an equal volume of 10 mM ammonium acetate, pH 3.5 with 25% acetonitrile. The resin was conditioned with one column volume of acetonitrile followed by one column volume of 25% acetonitrile in 10 mM ammonium acetate, pH 3.5. After the peptide mixtures were loaded onto the resin, the peptides were washed with six column volumes of the same 25% acetonitrile in 10 mM ammonium acetate, pH 3.5. Peptide elution was accomplished with one column volume of 35% acetonitrile in 500 mM ammonium acetate, pH 8.5, followed by 100% acetonitrile. All eluted peptides were concentrated via speedvac (ThermoSavant, San Jose CA) until protein concentrations were 1.0 mg/mL. Peptide concentrations were determined by BCA assay (Pierce, Rockford IL) with a bovine serum albumin standard.

### **SCX Fractionation of Peptides for Potential Mass and Time (PMT) Tag Acquisition.**

300 µg each of a pooled sample from the pellets above and a pooled sample from the cleared lysates from above were fractionated with a strong cation exchange (SCX) fractionation as described elsewhere. (Qian, W. J.; Liu, T.; Monroe, M. E.; Strittmatter, E. F.; Jacobs, J. M.; Kangas, L. J.; Petritis, K.; Camp, D. G., 2nd; Smith, R. D. *Probability-Based Evaluation of Peptide and Protein Identifications From Tandem Mass Spectrometry and SEQUEST Analysis: The Human Proteome. J. Proteome Res.* 2005, 4 (1), 53-62). These fractions were analyzed by an ion trap in MS/MS mode as described below.

**Capillary LC Separations.** All peptide mixtures from the whole cell lysate, supernatant, and pellet fractions as well as the whole cell lysate SCX fractions were then separated by an automated in-house designed HPLC system as described elsewhere (Masselon, C.; Pasatolic, L.; Tolic, N.; Anderson, G. A.; Bogdanov, B.; Vilkov, A. N.; Shen, Y.; Zhao, R.; Qian, W. J.; Lipton, M. S.;

Camp, D. G., 2nd; Smith, R. D. *Targeted Comparative Proteomics by Liquid Chromatography-Tandem Fourier Ion Cyclotron Resonance Mass Spectrometry*. *Anal. Chem.* **2005**, 77 (2), 400-6; Shen, Y.; Tolic, N.; Zhao, R.; Pasa-Tolic, L.; Li, L.; Berger, S. J.; Harkewicz, R.; Anderson, G. A.; Belov, M. E.; Smith, R. D. *High-throughput Proteomics Using High-efficiency Multiple-capillary Liquid Chromatography with On-line High-Performance ESI FTICR Mass Spectrometry*. *Anal. Chem.* **2001**, 73 (13), 3011-21) and eluted directly into either an ion trap (for MS/MS as described below) or an FTICR MS (as described below).

**Potential Mass and Time Tag (PMT) Acquisition.** The eluate from the HPLC was directly electrosprayed into an ion trap MS (LCQ, ThermoFinnigan, San Jose, CA) using electrospray ionization (ESI). For the MS/MS detection, a total of 10  $\mu$  (1  $\mu$ g/ $\mu$ L) of total peptide were loaded onto the reversed phase column for each analysis. The mass spectrometer operated in a data-dependent MS/MS mode for the whole cell lysate, supernatant fraction, and pellet fraction trypsin digests from all analyzed samples. The peptide fractions produced from the SCX peptide separations were analyzed with one full  $m/z$  range (400-2000) each. The details for PMT generation are described elsewhere.

(Smith, R. D.; Anderson, G. A.; Lipton, M. S.; Pasa-Tolic, L.; Shen, Y.; Conrads, T. P.; Veenstra, T. D.; Udseth, H. R. *An Accurate Mass Tag Strategy for Quantitative and High-throughput Proteome Measurements*. *Proteomics* **2002**, 2 (5), 513-23.) The MS/MS spectra were analyzed using the peptide identification software SEQUEST (Eng, J. K.; McCormack, A. L.; Yates, J. R. *An Approach to Correlate Tandem Mass Spectral Data of Peptides with Amino Acid Sequences in a Protein Database*. *J. Am. Soc. Mass Spectrom.* **1994**, 5 (11), 976-989) in conjunction with the annotated protein translations from the genome sequence of *Delta proteobacterium NaphS2*. Qualitative/cursory identifications in the putative mass and elution time (PMT tag) peptide library were based on a minimum cross correlation (Xcorr) score of 1.5 for all peptides identified at least twice in all MS/MS experiments. For peptides only identified once, Xcorr values had to be a minimum of 1.9, 2.2, and 3.5

for charge states of 1+, 2+, and 3+ respectively. When the data were analyzed against a reverse database, the false positive rates were 5% or less. (Qian, W. J.; Liu, T.; Monroe, M. E.; Strittmatter, E. F.; Jacobs, J. M.; Kangas, L. J.; Petritis, K.; Camp, D. G., 2nd; Smith, R. D. *Probability-Based Evaluation of Peptide and Protein Identifications From Tandem Mass Spectrometry and SEQUEST Analysis: The Human Proteome*. *J. Proteome Res.* **2005**, *4* (1), 53-62 ) A mass tag database creation tool called MTDB Creator is available at <http://ncrr.pnl.gov/software/MTDBCreator.stm>.

**Accurate Mass and Time (AMT) Tag Identification and Alignment.** Using 3  $\mu\text{g}$  (0.5  $\mu\text{g}/\mu\text{L}$ ) of total peptide from each of the same samples analyzed above by MS/MS, intact peptide mass data were obtained using the same HPLC system but using an FTICR mass spectrometer for detection. A mass calibration mixture was infused at the end of each analysis, and the masses of the compounds in the mixture were used to calibrate all of the spectra within the analysis. The PMT tags identified from the tandem mass spectrometry analyses were next matched against unique peptides detected with the FTICR by the means stated next. Data from each FTMS analysis was deisotoped using the in-house software tool ICR-2LS (<http://ncrr.pnl.gov/software/ICR2LS.stm>). Chromatographic peak profiles of different unique deisotoped masses were discovered and grouped by using the VIPER (<http://ncrr.pnl.gov/software/VIPER.stm>) software package which looks for similar masses over consecutive scans and groups them together if they are within a specified mass tolerance of each other. As a result of these two steps the LC-MS experiment data were collapsed into a list of monoisotopic masses and the elution time centers of isotopic signatures of chemical species seen in the LC-MS experiments. Each of these mass and elution time centers is referred to as a *feature* and conceptually corresponds to a peptide whose isotopic profile is observed in the mass spectra over

multiple scans. Also available for each feature is its abundance from the mass spectra it was observed in during the analyses. Details of the algorithms involved in this process are available elsewhere (Zimmer, J. S. D.; Monroe, M. E.; Qian, W. J.; Smith, R. D., *Advances in proteomics data analysis and display using an accurate mass and time tag approach. Mass Spectrometry Reviews* 2006, 25, (3), 450-482).

Features in multiple FTICR MS datasets with similar mass and elution times are presumed to represent the same chemical species in different analyses. By collating features from the same chemical species into a master feature, we can study how its abundance is distributed in replicates from one sample and compare it against the abundance in the other samples in which a comparison is desired. However, before such features can be grouped into a master list on the basis of mass and elution time, we must remove variability in mass measurement accuracy and elution time in the different analyses. To do so, the datasets were all first aligned in mass and elution time to one baseline experiment using the LCMSWARP algorithm (Zimmer, J. S. D.; Monroe, M. E.; Qian, W. J.; Smith, R. D., *Advances in proteomics data analysis and display using an accurate mass and time tag approach. Mass Spectrometry Reviews* 2006, 25, (3), 450-482) which is a component of the in-house developed software MultiAlign (<http://ncrr.pnl.gov/software/>) which finds a global transformation of elution time and mass measurement accuracy which results in the highest similarity of the aligned subsections of all experiments. After alignment of all datasets to a baseline dataset, the aligned elution times are normalized to values between 0 and 1 and referred to as the normalized elution time (NET).

After alignment of all datasets to one baseline, the master list of features is created using a clustering algorithm which groups together features of similar mass and elution time, with single linkage clustering using a mass tolerance of  $\pm 8$  ppm and an

elution time tolerance of  $\pm 0.05$  (normalized elution time). Each group of features is referred to as a cluster. A clusters' monoisotopic mass and NET are calculated as the average of the monoisotopic mass and NETs of the features observed for it in the datasets. Each cluster found is inferred to be a compound (most probably a peptide) which was seen in different experiments as features with similar mass and elution time values. We refer to the clusters interchangeably as features themselves, because conceptually they are the same thing. As mass spectral data are intrinsically noisy, we removed all clusters which were not observed with at least two features in any two samples.

The aligned clusters/features that also match with regard to NET, mass and which pass the cutoff filters of a minimum Sequest Xcorr score of 2, a minimum discriminant score of 0.6 (*Strittmatter, E. F.; Kangas, L. J.; Petritis, K.; Mottaz, H. M.; Anderson, G. A.; Shen, Y.; Jacobs, J. M.; Camp, D. G. I.; Smith, R. D. Application of Peptide Retention Time Information in a Discriminant Function for Peptide Identification by Tandem Mass Spectrometry. J. Proteome Res. 2004, 3 (4), 760-769*), and a Peptide Prophet P value of 0.9

([http://www.proteomesoftware.com/Proteome\\_software\\_pro\\_pep\\_prophet.html](http://www.proteomesoftware.com/Proteome_software_pro_pep_prophet.html)) are identified as accurate mass and time (AMT) tags. These AMT tags list the peptide identified which corresponds to an abundance value which is obtained from the summed peptide ion current intensity from all MS scans in which it elutes. So in the end you have the peptide identity and an abundance value for each peptide identified in each analysis.

**Normalization of Replicate Analyses.** Each sample was analyzed three times. The samples were run in an order that was blocked in a Latin Square Design with randomization to limit instrument or sample order biases. After peak matching and

alignment using MultiAlign (<http://ncrr.pnl.gov/software/>), the peptide abundance values across replicates were normalized using a linear regression normalization using reference dataset created by calculating the median value for each peptide for all equivalent replicates.

**Protein Roll-up from Peptide Values.** From the normalized peptides abundance values, a protein abundance value was obtained by using a reference peptide from each protein observed. This value then represented the protein abundance value for each protein in each run.

**Clustering and Visual Analysis.** The rolled-up AMT tag results from above were zeroed to make all values positive and then all values were converted into a z-score value using the minimum value observed in all datasets in the place for all missing values. The Z-score was calculated as follows:

$$Z_x = \frac{X - \mu_x}{\sigma_x}$$

where  $X$  is the individual value,  $\mu_x$  is the mean of the values from that row, and  $\sigma_x$  is the standard deviation of the values from that row. These transformed values were then exported into a comma-delimited text file containing the protein reference number, number of unique peptides found in each protein and normalized and rolled-up protein abundance values for all of the identified proteins. This file was imported into MeV (<http://www.tm4.org/mev.html>). For the overall increase/decrease in abundance heat

map representation of the data, the overall experiment analysis (showing both the cleared lysate data and the pellet data) were clustered using a K-means clustering with 5 clusters with average linkage by magnitude and shape with 500 iterations. The cleared lysate data and the pellet data heat maps were obtained using K-means clustering with 5 clusters and 500 iterations.

How the deposited data were processed for this re-analysis (not part of the article)

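The data are 36 CombiMatrix arrays of strain NaphS2, 6 for each of 3 comparisons on each of 2 array sets, with 3 biological replicates and 2 hybridizations per replicate. The authors deposited for each array the scanner output, whose intensity values are linear and not normalized, and for each array set a table of log2 ratios. According to the methods, the authors subtracted a background taken from negative control spots, left out dim spots and normalized by lowess to make the deposited log2 values. Their column medians lie between -0.03 and 0.04. Their direction is Cy5 over Cy3, since each column correlates with the raw log2 ratio of the same array (r from 0.615 to 0.893 across spots). Exact zeros in that table were taken as missing, and whether the authors scaled the arrays to each other is not given in the sources used here. The deposited table was used only as an alternative.

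Values were computed from the mean foreground intensity of each spot, where the methods name the total intensity. The methods describe the negative control spots as human or plant sequences, and the probe names here give phage, bacterial and plant sequences. The background of a channel was the mean of its lowest negative control spots (23 of 70 per array, 11 on the array with an incomplete file) plus 2 SD. Probes under 3 SD in both channels were left out, a single channel under 3 SD was set to the limit, and spots flagged bad or absent were left out. The percent of saturated pixels stands in the deposited files as the scanner software gave it, and saturated spots were kept. Lowess (span 0.3, 4 iterations) was fitted within each array on the probes above the limit in both channels, a choice made here. A probe entered a comparison if it had a value in all 3 biological replicates. Probes named for several genes were left out, and a gene on both array sets was taken from the set with more probes. Of the genes past the threshold with at least 2 probes, 46.1% on naphthalene versus benzoate, 45.6% on benzoate versus pyruvate and 50.5% on naphthalene versus pyruvate had probes of both signs, so single small ratios depend on the probes of the gene.

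Genes were tested with limma 3.58.1 in R 4.3.3 (lmFit, eBayes) against a log2 ratio of 0, with the 3 comparisons of an array set in 1 fit and Benjamini-Hochberg adjustment over the genes of both sets. Tables and the figure were made with Python, pandas and matplotlib. On simulated arrays with the layout of array set 1, all genes changed by 1 log2 unit were recovered (100% in each comparison). Of those changed by 0.5 and 0.3, 92% and 50% were recovered for naphthalene versus benzoate (2883 genes tested), 88% and 40.8% for benzoate versus pyruvate (2858 genes) and 98% and 64% for naphthalene versus pyruvate (2876 genes). The share of the calls that fell on genes simulated without a change was 0%, 8.4% and 5.3% in the same order. Most genes were simulated without a change (2683 of 2883 for naphthalene versus benzoate). The simulation held no gene-specific dye effect and no fixed differences between the probes of a gene. The recovered and false shares therefore need not hold for the real arrays. The replicates are described as separate cultures. Replicate numbers of the 3 comparisons were not treated as pairs. The file comments of 24 arrays give a replicate, and 6 of them give another replicate or hybridization than the title. Titles were used. The scanner file of 1 array of naphthalene versus benzoate, array set 2, stops after 8668 of 12544 spots, and its spots were used as far as they go. The scanner files give 12 slide numbers on 32 arrays, with up to 4 arrays per slide and 5 slides with more than 1 comparison, and 8 scan days, none of which holds more than 1 comparison.

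The genes named were to be, in each comparison, the 10 with the largest and the 10 with the smallest log2 ratio among those past the threshold with at least 2 probes and 1 direction in all replicates, every gene the paper names and the members of gene lists, with the provision that the lists are not run if no table pairs the probe IDs with locus tags. The paper's tables had been read when this rule was written. No table pairs them, so the gene lists were not run, and only the 5 genes that Figure 1 labels with draft numbers, and 2 genes that rose and 2 that fell by their draft number, are named. A further match of draft numbers to locus tags through the order of the numbers and the fold changes of Tables S3 and S6 and Figure 1 was tried in several versions, each adjusted after its results were seen. It names most genes from their position, and none of it is used here. Statements of the paper on ncr, bam, nms, bns and bzd genes are therefore not analysed here. Alternatives set before the data were examined changed the background, the normalization, the dim-spot filter, the treatment of probes and hybridizations, the samples in the fit, the slide and the dye term. Alternatives chosen after seeing the data left out the incomplete file, used the replicate numbers of the file comments, took the scan day as a block and applied the methods' rule to the authors' processed values. The 2 alternatives to the background, normexp and no subtraction, also dropped the dim-spot filter, so their effects cannot be assigned to either step.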

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

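The tests in this part that were chosen after the result was seen are those on turned signs of replicates. The paper's tables list genes that were higher. In the same arrays 1767 genes were lower on naphthalene versus benzoate, 1710 on benzoate versus pyruvate and 1812 on naphthalene versus pyruvate (limma, adjusted p under 0.05), of which 78, 87 and 148 were lower by at least 2-fold. With a gene-specific dye effect 778, 374 and 382 were lower. Those lower by at least 2-fold numbered 6, 10 and 13 without both background subtraction and the dim-spot filter, and 217, 292 and 21 with scaling between arrays. Turning the sign of 1 of the 3 replicates gives 4 patterns per comparison. The real pattern was the only 1 of 4 with its count, 3871, 3795 and 4302 changed genes in the order given, and the highest count of the other patterns was 0 in each comparison. So few patterns cannot give a share under 0.05. Where replicates agree, turning 1 of them lowers the mean and widens the spread, so a low count was fixed in advance. A dye effect shared by all replicates would give the same outcome, so no conclusion is drawn from it.

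In 48 checks, each of 1 quality measure in 1 group of 6 arrays, 4 found an array apart from the rest, where chance gives 2.4. Several of the measures depend on each other, so the checks are not independent. On naphthalene versus benzoate, array set 2, replicate 2 hybridization B had 10.8% of gene probes left out, the lowest of its group, and replicate 1 hybridization B had the lowest correlation of the authors' value with the raw log2 ratio, 0.699. Both are among the 3 arrays whose Cy3 label names pyruvate, and without those 3 arrays 2042 genes were higher and 1742 were lower. On naphthalene versus pyruvate, array set 1, the median Cy5 intensity of replicate 2 hybridization A was 3.01 times the background. On benzoate versus pyruvate, array set 2, the median Cy3 intensity of replicate 1 hybridization B was 3.19 times the background.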

How the results depend on the processing

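The scan day, incomplete file and file comment settings and the methods' rule on the authors' processed values were chosen after the data were seen. Without a minimum fold change, the counts of genes stayed within 1.5 times under all settings except 4. With a gene-specific dye effect, 1104 genes were higher and 778 lower on naphthalene versus benzoate, 590 and 374 on benzoate versus pyruvate, and 701 and 382 on naphthalene versus pyruvate. That fit has larger standard errors by construction. Scaling between arrays gave 606 higher and 277 lower genes on naphthalene versus pyruvate, and the methods' rule gave 1304 higher and 1097 lower on naphthalene versus benzoate. On the authors' processed values that rule gave 1146 higher and 1146 lower there, and 1615 higher on naphthalene versus pyruvate (the cause was not tested). Counts at 2-fold or more moved further. In the same order, higher genes numbered 34, 53 and 56 without background subtraction and dim-spot filter, 75, 46 and 108 with a dye effect and 283, 341 and 25 with scaling between arrays, and lower genes 6, 10 and 13, then 31, 22 and 73, then 217, 292 and 21. Normexp without that filter gave 93 higher genes in the first and 135 in the last, and 23, 35 and 60 lower genes. Lower genes numbered 46, 49 and 80 with at least 2 probes, 133 in the first and 242 in the last with median centring, 129 and 259 in these with the stricter filter, and 49 and 54 in the first and second with the authors' processed values (46 and 52 by the methods' rule; the cause was not tested). Higher genes made up 54.4%, 54.9% and 57.9% of those changed, 39.7%, 39.3% and 42.0% with median centring and up to 46.0%, 46.5% and 47.8% under the other 5 settings with more lower than higher genes, which were the 2 without the dim-spot filter, the stricter filter, both channels above the limit and the authors' processed values. The methods' rule on the latter gave 50.0%, 46.0% and 46.2%. Median centring moved the median of all genes on naphthalene versus pyruvate from 0.08 to -0.08. Leaving out 1 replicate kept all counts of higher and lower genes within 1.5 times. The count of genes whose comparisons do not close the loop, 1774, ranged from 173 (without replicate 2) to 1419 without 1 replicate. It was not computed with single arrays, the methods' rule or comparisons fitted alone. The fit with a replicate block gave 2173 higher and 1816 lower genes on naphthalene versus benzoate, 2155 and 1781 on benzoate versus pyruvate and 2533 and 1862 on naphthalene versus pyruvate. The sources used here do not say whether equal replicate numbers mark the same cultures. Replicate deviations had a median correlation of 0.17 for equal numbers (-0.11 to 0.38) and -0.12 for other numbers (-0.45 to 0.37). A shared benzoate culture would make it negative between the first and second comparison, where equal numbers gave -0.06 to 0.26. These values cannot decide on shared cultures. With the slide as a block, 2053 genes were higher and 1748 lower on naphthalene versus benzoate, 2154 and 1758 on benzoate versus pyruvate and 2574 and 1933 on naphthalene versus pyruvate. Each slide with more than 1 comparison holds 1 or 2 replicates of a comparison, so no genes were counted within a slide. On the 2 such slides that hold the 5 genes of Figure 1, their log2 ratios lay between 1.11 and 3.82 on naphthalene versus benzoate and between 1.34 and 4.02 on naphthalene versus pyruvate. NPH_5472 to NPH_5476 (NPH05426 to NPH05430) were higher on naphthalene against either substrate under all settings tried. On benzoate versus pyruvate, NPH05429 had a log2 ratio of -0.0113 with a dye effect. The increase of NPH02152 on naphthalene versus pyruvate did not pass the test with scaling between arrays (2.94, adjusted p = 0.058 from limma). Signal over background limits what the arrays can show, since a median of 14.3% of the gene probes per array had 1 channel at the detection limit and give only bounds.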

Differences from the paper's values

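The paper's Table S1 gives a fold change of 8.34 for NPH_5476 on naphthalene versus benzoate, and the value here for NPH05430 was 2.84. On naphthalene versus pyruvate the paper's Table S6 gives 8.53, and the value here was 2.65. None of the alternatives set before the data were examined brought either value within 1.5 times of the paper's, including the authors' processed values (1.91 and 1.62) and the median over probes (3.62 and 3.56). The pairing of this gene rests on the order of Figure 1 alone.

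Table S1 lists 491 rows for 435 loci, and 49 loci carry more than 1 fold change, against 0 loci in Table S3 and 3 in Table S6. At 2-fold or more, Tables S1, S3 and S6 hold 170, 161 and 296 loci. The genes higher by at least 2-fold here were fewer, 142, 118 and 215 in the same order. In Table S1 NPH_5473 and NPH_5475 have the same value of 11.4934, whereas Figure 1 prints slightly different values for them. The means in the authors' deposited table were 11.437 for NPH_5473 and 11.493 for NPH_5475, so these genes differed little there. The value of Table S1 and the values of Figure 1 all lie within 2% of these means. That check therefore cannot favour the figure over the table.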

Other observations

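On naphthalene versus pyruvate, a comparison for which the paper gives no count in its text, 215 genes were higher and 148 lower by at least 2-fold, out of 4302 changed among 5598 tested (limma, adjusted p under 0.05). The total at 2-fold or more, 363, ranged from 46 with scaling between arrays to 445 with median centring, and the 4302 fell to 883 with scaling and to 1083 with a gene-specific dye effect. The largest increase among genes with at least 2 probes and the same direction in all replicates belonged to the gene numbered NPH02152, with a log2 ratio of 4.33 ± 0.06 (SD, n = 3, adjusted p = 4.38e-13 from limma). The Cy3 signal was at the detection limit in 14 of its 24 probe values, so these values give only bounds. The log2 ratio was 2.63 over the values with both channels above the limit and 2.95 without both background subtraction and the dim-spot filter, and it did not pass the test with scaling between arrays (2.94). With both channels above the limit NPH_5473 and NPH_5475 had larger ratios (fold changes of 13.9 and 13.1), so NPH02152 did not rank first there. Its locus tag is not given in the files.

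The 3 comparisons close a loop, because naphthalene versus benzoate plus benzoate versus pyruvate should equal naphthalene versus pyruvate. For 1774 of 5536 genes this sum differed from the direct comparison (limma, adjusted p under 0.05), with a median size of 0.43 on the log2 scale among them and 33 genes at 2-fold or more. The 33 became 0 without both background subtraction and the dim-spot filter, 66 with median centring, 70 with both channels above the limit and 860 with scaling between arrays. Values set to the detection limit do not account for the whole pattern, since 37.5% of the genes without such a value were past the same test. With median centring in place of lowess the count did not fall, as 1790 genes were past the test. This cannot settle the part of lowess, since median centring leaves intensity-dependent differences between the dyes in the ratios. A gene-specific dye effect is a candidate explanation, and so is a difference between cultures, where the 3 comparisons did not share them. The dye effect and the cultures cannot be told apart here, because the number of comparisons with swapped dyes is 0. Probes were kept for each comparison separately, so the 3 ratios of a gene can also rest on different probes, which was not tested. No scan day holds more than 1 comparison, so the scan day cannot be separated from the comparison either. Without replicate 2 the count was 173. No biological explanation was tested.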
